A study of Mus musculus with 12 samples. Its data were reported in "Effect of developmental NMDAR antagonism with CGP 39551 on aspartame-induced hypothalamic and adrenal gene expression" (2018).

How the data were processed

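RNA of the hypothalamus, cut out as a block between the optic chiasm and the mammillary bodies, was hybridized to 12 Affymetrix Mouse Gene ST arrays, 3 for each of CON, CGP, ASP and ASP+CGP. Groups and replicate numbers were taken from the sample labels. The RNA of all mice of a group was pooled beforehand, so that the arrays of a group are technical repeats of a pool. Per the methods of the study, adrenal glands of the same mice were excised and extracted with the same RNA kit, and those arrays were not analysed here.

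The deposited values are log2 signals, 1 per probe set and array, which the authors made in Partek Genomics Suite by RMA, that is, background correction, log2 transformation of perfect match probes, quantile normalization over the arrays and median polish. Quantile normalization gives all arrays nearly the same distribution, so a change that moved most genes one way would be removed, and the fold changes of genes near background are understated, because the background forms part of their signal. The methods also state that values below log 6 were filtered. Among the deposited values, 2496 of 29149 probe sets lay under 6 on at least 1 array and all 29149 reached 6 on at least 1 array. In 371 cases a probe set repeated the values of another on all arrays.

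Probe sets were named through the platform annotation. Of 29149 probe sets, 19019 had exactly 1 gene symbol, 1197 had several and 8933 had none in the annotation used. For 18947 of the single-symbol probe sets the gene identifier was found in the RefSeq gene table of assembly GRCm38.p6, and 0 symbols needed an update. No gene was named from a probe set with several symbols, which is why Gapdh was not analysed here, and Grin1, Srd5a2 and Mir376c were not analysed here because the annotation used does not list them. The probe sets with several symbols or none were tested in the same way and are given as counts. Single-symbol probe sets with a signal of at least 6 on at least 3 arrays were kept (18810), and for genes with several probe sets the one with the highest mean was used, leaving 17186 genes.

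Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the log2 values of all 12 arrays, with a mean per group and a common spread, following the ANOVA with contrasts that the study used. The fit had 8 residual and 5.43 prior degrees of freedom. Contrasts were ASP vs CON, CGP vs CON, ASP+CGP vs CON, ASP vs ASP+CGP and the interaction of ASP and CGP. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within the contrast and a fold change over 1.4 in either direction. Values after ± are standard errors of the fit for log2 fold changes and SDs over arrays for signals. With 3 arrays against 3, an exact permutation test of a single gene cannot go below a two-sided p of 0.1, so no such test was made per gene.

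Before the data were examined, 35 gene lists were fixed for tissues next to or outside the hypothalamus, brain regions, cell types and pathways, together with 4 lists of genes that the study named on these samples. The 35 lists were tested against all other genes with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over lists. Camera with a correlation estimated within each list and fry, which asks whether the genes of a list move on balance one way, were run beside it. The 4 lists of the study were counted and not tested. In the lists 2 symbols were updated (Spink3 to Spink1 and Igj to Jchain).

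Named genes followed a rule fixed beforehand. It took, for each contrast, the 10 largest rises and the 10 largest falls among called genes whose arrays did not overlap between the groups (for the interaction, among all called genes), up to 4 called members of each list with the largest change, the genes named by the study for that contrast, Actb and Gapdh, and the NMDAR subunits. Any other gene is said to have been chosen after its values were seen.

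The steps were tested on simulated data. In a simulation of ASP vs CON with 17186 genes and 50 changed genes per fold size, 88% of 1.5-fold changes, 100% of 2-fold changes and 100% of 4-fold changes were called, with 0 false calls. In 20 data sets without any change, at most 1 gene was called in any contrast. Alternatives fixed beforehand were other signal filters, other probe set rules, further normalization, other tests, adjustments and fold thresholds, the replicate number as a block, list tests of other kinds and leaving out each array in turn. A fit without the third CON and the third ASP+CGP array, and another with a batch term for both, were chosen after seeing the data. So was a replicate block for CON and ASP+CGP alone, since the deviations of their arrays with the same number correlated at 0.170, 0.256 and 0.541 across genes for the first, the second and the third arrays. The second CON array correlated more closely with the first ASP+CGP array (0.421), and the labels do not say that the numbers mark a shared batch. Scripts in Python 3.11.15 (NumPy 2.4.6, pandas 2.3.3) prepared the values, and matplotlib 3.10.9 drew the plots.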

Results

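Hypothalamic gene expression was measured in adult male C57BL/6J mice aged 21 weeks on 12 Affymetrix Mouse Gene ST arrays, with 3 arrays in each of 4 groups. Control mice (CON) drank water. ASP mice received the sweetener aspartame, a methyl ester of the dipeptide of aspartic acid and phenylalanine, from before birth and throughout life. Exposure began through the mother, and 46 mg/kg is the estimated intake of the offspring. CGP mice were exposed during development to CGP 39551, a competitive antagonist of the NMDA type of glutamate receptor (NMDAR). The drug was given to their mothers until postnatal day 28, at 5 mg/kg of the mothers' body weight. ASP+CGP mice received both. The RNA of the mice of a group was combined before hybridization, so the 3 arrays of a group were repeat measurements of 1 pool. Adjusted p-values given here therefore measure the spread between arrays and not the spread between mice, and a treatment effect could not be told apart from any other difference between pools. The number of arrays and pools limits the precision.

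Signals were RMA values on the log2 scale. The median signal was 8.31, 8.30 and 8.34 on the 3 CON arrays, 8.31, 8.30 and 8.30 on the CGP arrays, 8.30, 8.30 and 8.29 on the ASP arrays, and 8.28, 8.29 and 8.29 on the ASP+CGP arrays. Arrays of the same pool correlated at r = 0.995 to 0.999 across probe sets, which are not independent replicates. Arrays of different pools correlated at 0.988 to 0.998, a range that overlaps the former. The third CON array correlated at 0.9965 with the third ASP+CGP array, against 0.99635 and 0.9957 with the first and the second CON array. The third CON array and the third ASP+CGP array lay farther from the mean of their pool than the others, with an SD of the deviation of 0.0903 and 0.0996 against 0.0490 to 0.0701 on the remaining arrays. The deviations of these 2 arrays correlated at r = 0.541 across genes. Actb, a cytoskeletal reference gene, and the NMDAR subunit genes Grin2a, Grin2b, Grin2c, Grin2d, Grin3a and Grin3b were not differentially expressed in any comparison. In ASP vs CON, the log2 fold change was 0.04 ± 0.05 (SE) for Actb and 0.10 ± 0.08 for Grin2b. The values for Grin2b in CGP vs CON and ASP+CGP vs CON were 0.18 ± 0.08 and 0.21 ± 0.08.

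The first comparison asked which hypothalamic genes differed in mice with chronic aspartame exposure. The ASP pool carried strongly elevated levels of genes of the adrenal cortex, the exocrine pancreas and adipose tissue. Cyp11b1, which encodes the 11 beta-hydroxylase of glucocorticoid synthesis, rose 66.0-fold, from a log2 signal of 6.36 ± 0.09 in CON to 12.40 ± 0.03 in ASP (SD, n = 3 arrays). Ctrb1, which encodes the digestive enzyme precursor chymotrypsinogen B, rose 9.28-fold, and Fabp4, a fatty acid binding protein of adipocytes, rose 16.2-fold. Hormone genes of the pituitary gland were also upregulated, whereas the glycine transporter gene Slc6a5 was downregulated 2.70-fold. In all, 180 of 17186 genes were differentially expressed (DEGs), 175 upregulated and 5 downregulated, at an adjusted p under 0.05 in limma and a fold change over 1.4.

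Of 17 measured genes of the adrenal cortex list, 16 were upregulated in ASP mice, with a median log2 fold change of 2.26. The largest rises after Cyp11b1 were in Cyp21a1, the steroid 21-hydroxylase (log2 fold change 5.86 ± 0.08), Hsd3b1, a 3 beta-hydroxysteroid dehydrogenase (4.98 ± 0.08), and Cyp11a1, the enzyme that cleaves the side chain of cholesterol (4.90 ± 0.08). Star, which carries cholesterol into mitochondria, rose by 4.41 ± 0.06 and Mc2r, the receptor for adrenocorticotropic hormone, by 3.61 ± 0.12, with limma adjusted p-values of 2.3e-15 and 6.9e-11. In the list of catecholamine synthesis and the adrenal medulla, 4 of 14 genes rose. They were Pnmt (2.77 ± 0.10), which forms epinephrine, Dbh (2.73 ± 0.07), which forms norepinephrine, the vesicular transporter gene Slc18a1 (0.82 ± 0.06) and Th (0.66 ± 0.07), which encodes tyrosine hydroxylase. Of 7 genes of neurosteroid synthesis in brain, 1 was upregulated, the cholesterol transporter gene Tspo (0.80 ± 0.08), with a median of −0.01 and a mean of 0.14 over the list. The list was not shifted against other genes (adjusted p = 0.079 by camera and 0.16 with an estimated correlation), whereas its genes lay on balance above 0 by fry (adjusted p = 7.7e-07). Only 7 of its 11 listed genes were measured. Srd5a2, which the study reported among the neurosteroid genes raised by aspartame, was not analysed here, so these values do not cover it. The study also counts Star, Cyp11a1, Cyp11b1 and 3 beta-HSD as neurosteroidogenic. Here Star, Cyp11a1, Cyp11b1 and Hsd3b1 stood in the adrenal cortex list and rose strongly. The test of the neurosteroid list therefore does not cover them and does not decide on the study's neurosteroid finding.

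**Figure D1:**
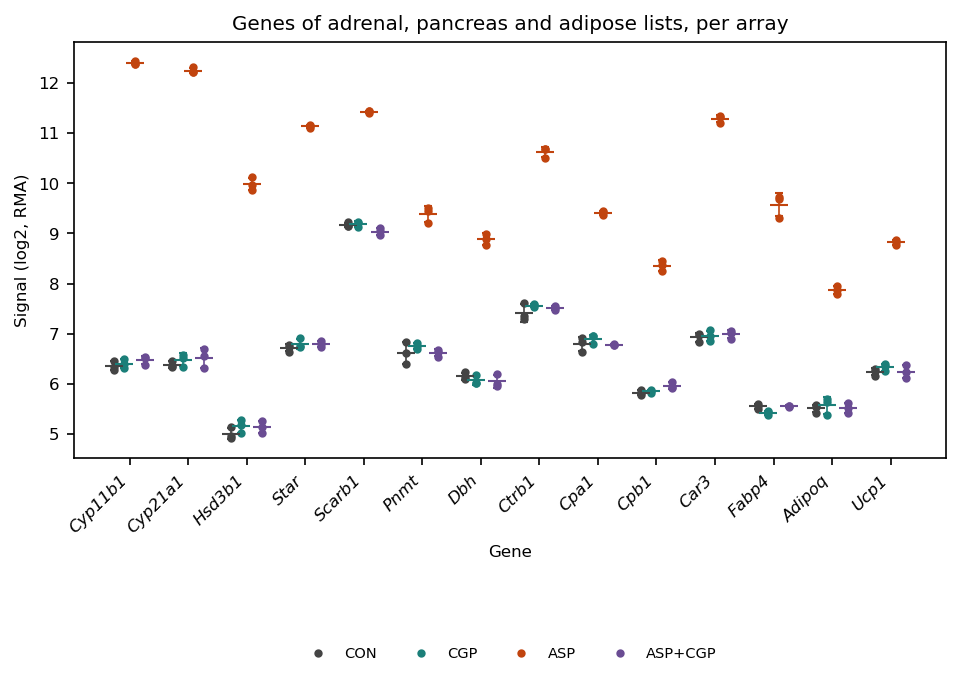
Log2 RMA signal (y axis) of 14 genes of the adrenal, pancreas and adipose lists (x axis) on each array of the 4 pools; points are arrays and bars give mean ± SD of 3 arrays. The ASP arrays stand above the other 9 arrays for each gene, as for Cyp11b1 with a mean of 12.40 in ASP and 6.36 in CON.

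Genes of the exocrine pancreas, which makes digestive enzymes, rose in ASP mice for 17 of 21 measured members, with a median log2 fold change of 0.92. After Ctrb1 the largest rises were in Cpa1 (2.62 ± 0.06) and Cpb1 (2.54 ± 0.06), which encode carboxypeptidases, and in Zg16 (2.01 ± 0.08), a zymogen granule protein. None of the 4 genes of the pancreatic islet list was differentially expressed (median 0.03), nor were any of 7 kidney genes (0.00) or 12 skeletal muscle genes (−0.02). Among genes of white and general adipose tissue 15 of 20 rose, with a median of 1.31. These included Car3 (4.35 ± 0.07), a carbonic anhydrase, the adipokine genes Retn (2.78 ± 0.07) and Adipoq (2.36 ± 0.08), and the fatty acid transporter gene Cd36 (2.74 ± 0.08). Of 8 brown adipose genes 4 rose, led by Ucp1 (2.58 ± 0.06), the uncoupling protein of thermogenesis, and Cox8b (1.84 ± 0.05). Antigen presentation genes Cd74 (1.49 ± 0.05), H2-Ab1 (1.33 ± 0.06) and H2-Aa (2.64-fold) were among 5 of 10 lymphoid genes that rose. Alb, the serum albumin gene (adjusted p = 4.2e-06 in limma), and Ttr, the thyroxine carrier gene (0.74 ± 0.07), were the called members of 12 liver genes, a list whose shift was lost with an estimated correlation (adjusted p = 0.16). Adjusted over the list alone, each of these lists gave the same counts. The adrenal cortex, medulla, pancreas, white adipose, brown adipose and lymphoid lists also stood above all other genes with an estimated correlation, with adjusted p-values of 2.9e-06, 0.0014, 0.0011, 2.9e-06, 0.0011 and 0.0060. Members that the study also named on these samples, such as Star and Cyp11b1 in the adrenal cortex list, Th, Dbh and Pnmt in the medulla list, Fabp4 and Adipoq in the white adipose list and Cpb1 in the pancreas list, are no independent evidence of direction. In CON the mean signals of Fabp4, Hsd3b1, Mc2r, Cpb1, Zg16, Cd36 and Adipoq lay under 6, so their fold changes are taken against a level near background. Against a signal of 6, the rise was 11.9-fold for Fabp4, 15.9-fold for Hsd3b1 and 6.81-fold for Mc2r.

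Oxidative stress and alcohol metabolism genes were upregulated for 4 of 18 members. Cyp2e1, an ethanol-oxidizing cytochrome, rose 13.9-fold and the alcohol dehydrogenase gene Adh1 rose 9.97-fold, both enzymes abundant in peripheral tissues. The extracellular superoxide dismutase gene Sod3 rose 1.73-fold and the heme oxygenase gene Hmox1 rose by 0.58 ± 0.05 on the log2 scale, while the median of the list was 0.04 and its mean 0.51 (adjusted p = 0.014 with an estimated correlation). The 16 measured genes that the study singled out as raised by aspartame were upregulated, which is no independent evidence because they were chosen on these samples.

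Pituitary genes rose in ASP mice for 7 of 13 members, with a median log2 fold change of 0.75 (adjusted p = 0.00091 with an estimated correlation). Prl, the prolactin gene, rose 3.20-fold, Lhb, the luteinizing hormone beta subunit gene, 2.96-fold, and Cga, the common glycoprotein hormone subunit gene, 2.41-fold. Pomc, the precursor of melanocortins, rose 1.88-fold and Gh, the growth hormone gene, 1.68-fold. Among 27 hypothalamic neuropeptide genes, Pomc and Npy (0.54 ± 0.09) rose and the vasopressin gene Avp fell (−0.50 ± 0.04). The camera test placed that list below other genes (median −0.13), a call lost with an estimated correlation (adjusted p = 0.20). Of 20 regional transcription factors 2 rose, Tbx3 (1.01 ± 0.06) and Nr5a1 (0.61 ± 0.05), and the latter also belongs to the adrenal cortex list. None of 28 glutamate receptor and transporter genes, 18 genes of GABA signalling, 13 genes of glial inflammation or 8 reference genes was differentially expressed in limma, whereas 2907 of all genes had an unadjusted p under 0.05.

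Thalamic genes lay above other genes in ASP mice, with a median of 0.22 and none of 12 called (adjusted p = 0.00061 with an estimated correlation). The habenula list rose as well (median 0.19, adjusted p = 0.0095 with an estimated correlation), with 1 of 10 genes called, the nicotinic receptor gene Chrnb4 (0.53 ± 0.05). Immediate early genes had a median of 0.21 with 1 of 11 called, Nr4a1 (0.51 ± 0.08), and the choroid plexus list a median of 0.14 with 2 of 13 called, Ttr and the water channel gene Aqp1 (0.51 ± 0.09). Their adjusted p-values with an estimated correlation were 0.038 and 0.049. The shifts of the hindbrain and spinal cord, ependyma and tanycyte, and endothelium lists were lost with an estimated correlation (adjusted p = 0.30, 0.073 and 0.27), and their medians were 0.15, −0.11 and 0.11. Of 13 hindbrain and spinal cord genes, 2 were called higher, Hoxc6 (0.74 ± 0.12) and Slc6a4 (0.50 ± 0.06). In the same list 1 gene was called lower, Slc6a5 (−1.43 ± 0.08). The remaining lists, which covered blood, meninges, cerebellum, cortex and hippocampus, striatum, phenylalanine metabolism, glucocorticoid response, oligodendrocytes and astrocytes, were not shifted by camera, with adjusted p-values from 0.072 to 0.92. Of these, phenylalanine metabolism (median 0.098, 0 of 9 called) and glucocorticoid response lay on balance above 0 by fry (adjusted p = 0.011 and 0.019). The glucocorticoid response list had a median of −0.002 and a mean of 0.089. In it 1 of 11 genes was called, the pyruvate dehydrogenase kinase gene Pdk4 (0.89 ± 0.06).

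The 5 downregulated genes were Slc6a5 (−1.43 ± 0.08), the airway and oral secretory protein gene Bpifa1 (−1.04 ± 0.07), the membrane protein gene Lamp5 (−0.54 ± 0.06), Csmd3 (−0.54 ± 0.09) and Avp. Without the third CON array, Csmd3, Chrnb4, Nr4a1, Aqp1 and the serotonin transporter gene Slc6a4 (0.50 ± 0.06 with all arrays) missed the fold threshold, at −0.33, 0.48, 0.43, 0.48 and 0.47. With its probe sets averaged Csmd3 had −0.33, and after further quantile normalization Aqp1 and Slc6a4 had 0.49 and 0.48. Avp and Aqp1 missed it without the first ASP array (−0.45 and 0.43), Slc6a4 without the first or the third of the ASP arrays (0.48 and 0.46), and Nr4a1 without the second or the third of them (0.48 in both). Without the second CON array, 8 genes were downregulated, as after further quantile normalization.

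**Figure D2:**
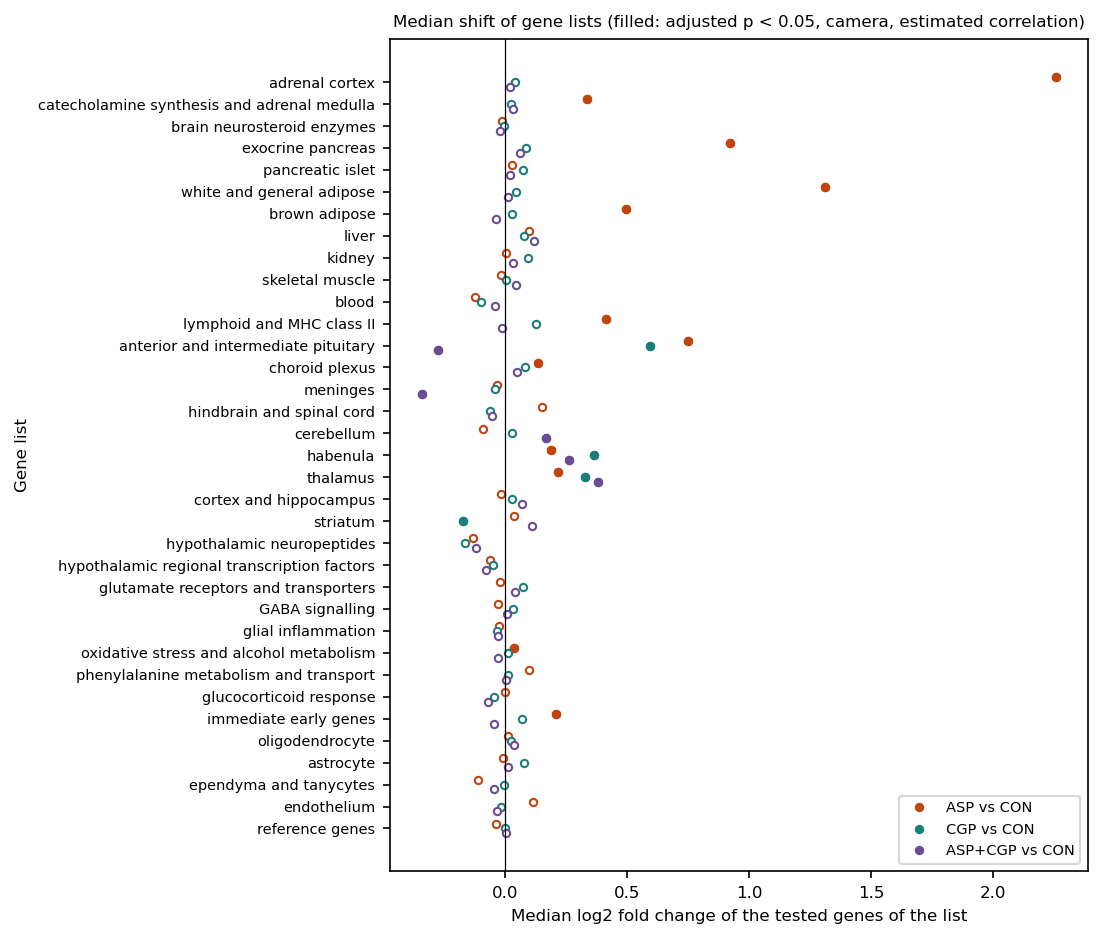
Median log2 fold change (x axis) of the measured genes of each gene list (y axis) in ASP, CGP and ASP+CGP mice relative to CON; filled points mark lists with an adjusted p under 0.05 by camera with an estimated correlation. The adrenal cortex list stands at 2.26 in ASP mice, and the thalamus list lies above 0 in all 3 comparisons, at 0.22, 0.33 and 0.38.

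The second comparison asked for the lasting effect of developmental NMDAR antagonism. CGP mice showed higher pituitary and habenula transcripts and a strong fall in Slc6a5. Slc6a5, the transporter of glycinergic neurons, was downregulated 4.09-fold (log2 fold change −2.03 ± 0.08, adjusted p = 2.0e-08). Prl rose 2.61-fold, Cga 2.29-fold, Lhb 2.14-fold and Fshb, the follicle-stimulating hormone subunit gene, 2.11-fold. In total 19 DEGs were found, 16 upregulated and 3 downregulated, the latter being Slc6a5, Bpifa1 (−0.88 ± 0.07) and Lamp5 (−0.58 ± 0.06). Without the second CON array 5 genes were downregulated.

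Of 13 pituitary genes, 7 were upregulated in CGP mice, with a median of 0.59, including Gh (0.63 ± 0.04), Pomc (0.59 ± 0.04) and the receptor for growth hormone-releasing hormone, Ghrhr (0.65 ± 0.06). Of 10 habenula genes, 3 rose, namely the orphan receptor gene Gpr151 (0.81 ± 0.08), Chrnb4 (0.79 ± 0.05) and Nwd2 (0.56 ± 0.07), and the list median was 0.36. In the thalamus list 1 of 12 genes passed, the developmental transcription factor gene Lhx9 (0.58 ± 0.05), with a median of 0.33. The striatum list lay below other genes (median −0.17) without any of its 7 genes called. These 4 lists kept their shift with an estimated correlation, at adjusted p-values of 0.0019, 0.0024, 0.00013 and 0.0072 in the same order. The other 11 shifted lists did not, and their adjusted p-values with an estimated correlation ranged from 0.16 for hypothalamic neuropeptides to 0.60 for glutamate receptors and transporters. Scube1, a secreted signalling protein gene, and the epithelial adhesion gene Epcam rose 1.55-fold and 1.57-fold. All 5 genes that the study picked for this treatment were called, again on the samples they were picked from. The pituitary, habenula and thalamus lists held 6, 2 and 1 genes that the study named on these samples. Those genes are no independent evidence of direction, and the lists were not tested without them. Adjusted over the list alone, the counts were the same for every list.

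Genes of the adrenal cortex (0 of 17, median 0.04), exocrine pancreas (0 of 21, median 0.08) and white adipose lists (0 of 20, median 0.05) contained no DEG in CGP mice by limma, with 1997 of all genes at an unadjusted p under 0.05. The same fit without moderation of the spread called 18 genes in this comparison.

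**Figure D3:**
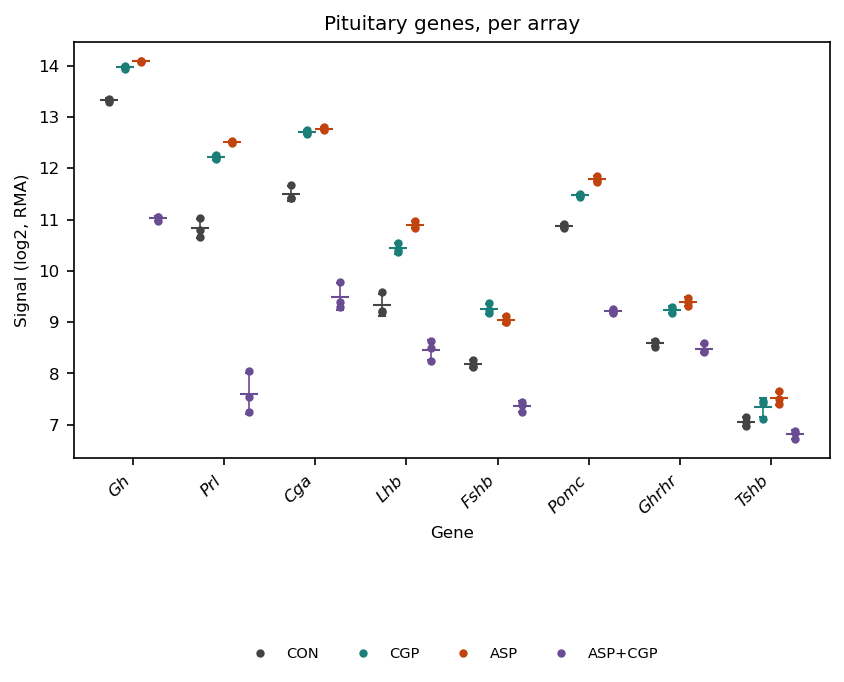
Log2 RMA signal (y axis) of 8 pituitary genes (x axis) on each array of the 4 pools; points are arrays and bars give mean ± SD of 3 arrays. Gh averaged 13.33 in CON, 13.97 in CGP, 14.08 in ASP and 11.02 in ASP+CGP, and Tshb, drawn for the thyrotroph lineage, was chosen after its values were seen.

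The third comparison addressed the combined treatment. In ASP+CGP mice pituitary hormone genes were strongly downregulated, 3 of 14 genes of the cerebellum list were higher, and 3 of 15 genes of the meninges list were lower than in CON. Prl fell by 3.22 ± 0.14 on the log2 scale, a 9.33-fold change, and the value of Gh was −2.31 ± 0.04, a 4.96-fold change. Of 31 DEGs, 7 were upregulated and 24 downregulated. At an adjusted p under 0.05 without the fold threshold, 142 genes were higher and 158 lower. The upregulated genes numbered 3 without the second CON array and 11 without the third CON and the third ASP+CGP array together.

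The pituitary list held 6 downregulated genes of 13, with a median of −0.27 and a mean of −0.91. Cga (−2.01 ± 0.10), Pomc (−1.67 ± 0.04), Lhb (−0.88 ± 0.11) and Fshb (−0.82 ± 0.07) fell along with Prl and Gh. Meningeal genes fell for 3 of 15 members (median −0.34), and these were Prg4 (−0.83 ± 0.06), which encodes a lubricating proteoglycan, the collagen-binding protein gene Fmod (−0.63 ± 0.05) and the GABA transporter gene Slc6a13 (−0.53 ± 0.04). Of 14 cerebellar genes 3 rose (median 0.17): Cbln3 (0.74 ± 0.10), a cerebellin of granule cells, the transcription factor gene Neurod1 (0.63 ± 0.07) and the GABA-A receptor subunit gene Gabra6 (0.54 ± 0.09). The mean signal of Gabra6 was 5.95 in CON and 6.49 in ASP+CGP, so its rise is taken against a level near background. The thalamus list had a median of 0.38 with 1 of 12 called, the receptor activity modifier gene Ramp3 (0.50 ± 0.04), and the habenula list a median of 0.26 with 1 of 10 called, Gpr151 (0.50 ± 0.08). With an estimated correlation the adjusted p-values of the pituitary, meninges, cerebellum, thalamus and habenula lists were 0.0030, 0.0030, 0.011, 0.00011 and 0.011. The other 8 shifted lists lost their call, with adjusted p-values with an estimated correlation between 0.066 for glucocorticoid response and 0.66 for glutamate receptors and transporters. Counts adjusted over the list alone were the same. The study also named the 6 pituitary genes, Prg4, Fmod, Cbln3 and Neurod1 on these samples, so they are no independent evidence of direction.

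Outside these groups, Slc6a5 (−1.91 ± 0.08), Bpifa1 (−0.98 ± 0.07), Lamp5 (−0.53 ± 0.06) and Avp (−0.55 ± 0.04) fell, as did the microRNA gene Mir379 (−0.91 ± 0.10), the iron-binding lipocalin gene Lcn2 (−0.81 ± 0.06), Cyp2f2 (−0.69 ± 0.05), Dapl1 (−0.62 ± 0.07) and Phxr4 (−0.63 ± 0.09). Unc13c, a synaptic vesicle priming gene, rose 1.44-fold and Ttr 1.42-fold. The steroid and catecholamine genes raised in ASP mice were not called, as shown by Cyp11b1 (0.12 ± 0.06, adjusted p = 0.37), Star (0.07 ± 0.06, adjusted p = 0.59) and Pnmt (0.00 ± 0.10, adjusted p = 0.99), and of the adrenal cortex, exocrine pancreas and white adipose lists 0 of 17, 0 of 21 and 0 of 20 genes were called in limma, while 2640 of all genes had an unadjusted p under 0.05. Several of the smaller changes rested on single arrays. Without the second CON array, the values of Gabra6, Unc13c, Ttr, Ramp3, Gpr151 and Lamp5 were 0.48, 0.48, 0.46, 0.48, 0.43 and −0.49, which just missed the fold threshold. Ttr and Ramp3 also missed it without the first CON array (0.48 in both), Ttr without the third ASP+CGP array (0.43), and Gpr151 without the third CON array (0.45) or without the first or the second ASP+CGP array (0.48 in both). Without the third CON and the third ASP+CGP array together, Phxr4 missed it (−0.47). In a fit of these groups alone, Gpr151 and Phxr4 were not called, and with the probe sets of Unc13c averaged its value was 0.33.

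**Figure D4:**
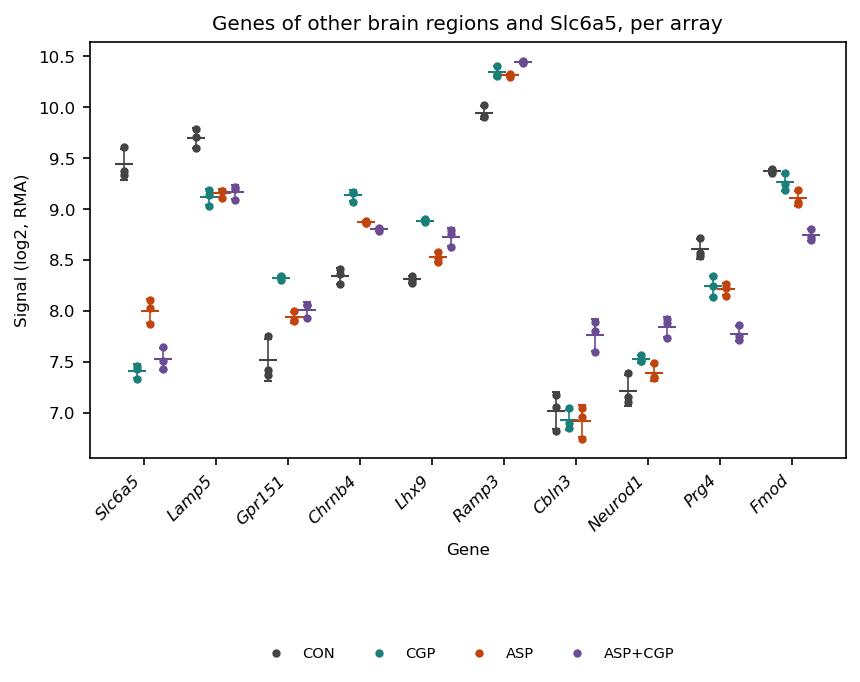
Log2 RMA signal (y axis) of 10 genes of other brain regions, the meninges and Slc6a5 (x axis) on each array of the 4 pools; points are arrays and bars give mean ± SD of 3 arrays. Slc6a5 and Lamp5 are highest in CON, with log2 fold changes of −2.03 and −0.58 in CGP mice.

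The fourth comparison set ASP mice against ASP+CGP mice, to find genes whose level under aspartame differed with developmental NMDAR antagonism. Most adrenal cortex, pancreas, white adipose and pituitary genes were higher in ASP mice. Cyp11b1 was 60.8-fold higher, Prl 29.8-fold, Car3 19.7-fold, Cga 9.72-fold, Ctrb1 8.64-fold and Gh 8.34-fold. Of 219 DEGs, 213 were higher in ASP mice and 6 were lower. This imbalance belonged to changes above the fold threshold, since without it 730 genes were higher and 459 lower.

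The higher genes comprised 16 of 17 adrenal cortex genes, 15 of 21 pancreas genes (16 when adjusted over the list alone), 15 of 20 white adipose genes and 9 of 13 pituitary genes, with medians of 2.39, 0.97, 1.31 and 0.91. Medulla, brown adipose and lymphoid lists contributed 4 of 14, 4 of 8 and 4 of 10. Meningeal genes were higher for 2 of 15 members, Dcn (0.82 ± 0.05) and Ogn (0.61 ± 0.08), both small proteoglycans. The glucocorticoid response list was higher as well (median 0.13), with 1 of 11 genes called, the pyruvate dehydrogenase kinase gene Pdk4 (0.95 ± 0.06). The 6 lower genes were Cbln3 (−0.85 ± 0.10), Zfp931 (−0.70 ± 0.13), Gabra6 (−0.66 ± 0.09), Unc13c (−0.63 ± 0.05), Pcm1 (−0.58 ± 0.07) and Zfp935 (−0.54 ± 0.09). Zfp931 and Gabra6 had mean signals under 6 in ASP mice (5.37 and 5.83), a level near background. Cerebellum (median −0.15) and thalamus (−0.13) lists were lower. Of the 20 shifted lists, 14 kept an adjusted p under 0.05 with an estimated correlation, and the thalamus, cerebellum, meninges and glucocorticoid response lists were among them at 0.0052, 0.0052, 0.0052 and 0.017. The 6 that lost it were choroid plexus (adjusted p = 0.22), striatum (0.064), glutamate receptors and transporters (0.35), GABA signalling (0.35), glial inflammation (0.082) and endothelium (0.20). With its probe sets averaged Unc13c missed the fold threshold, and Zfp935 missed the fold threshold without the third ASP array (−0.48), as did Th without the third ASP+CGP array (0.48).

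A direct test of whether the effect of aspartame differed between mice with and without CGP 39551 was the interaction, that is, the log2 difference ASP+CGP minus CGP less the log2 difference ASP minus CON. It was below 0 for most genes of the adrenal cortex, white adipose, pancreas and pituitary lists. Prl gave −6.28 ± 0.20, Cyp11b1 −5.97 ± 0.08, Fabp4 −3.89 ± 0.12 and Ctrb1 −3.26 ± 0.10. Of 257 genes called in limma, 232 had a negative and 25 a positive interaction, the latter led by Slc6a5 (1.55 ± 0.11), which was lower than in CON in each treated pool. The positive count was 51 without the second CON array, 41 without the first ASP+CGP array and 14 without moderation of the spread. Among the lists, 16 of 17 adrenal cortex, 16 of 21 pancreas (17 adjusted over the list alone), 15 of 20 white adipose and 10 of 13 pituitary genes were called. Of 18 shifted lists, 14 kept their call with an estimated correlation.

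Genes called in more than 1 comparison with CON were counted, although the same 3 CON arrays entered all 3 comparisons. ASP and CGP mice shared 12 DEGs of the same direction and 0 of opposite direction in limma, among them Prl, Cga, Lhb, Fshb, Gh, Pomc and Chrnb4. Simulated unchanged groups set against common controls shared 0 genes in each of 50 simulations. That value leaves open how much of an overlap the shared CON arrays give, because hardly any gene is called where nothing changed. Independent lists of these sizes would share 0.164. ASP and ASP+CGP mice shared 5, against 0 in simulations and 0.0783 for independent lists, and CGP and ASP+CGP mice shared 4, against 0 and 0.0107. More genes were shared in opposite directions. Prl, Cga, Lhb, Fshb, Gh, Pomc and Cyp2f2 were higher in ASP and lower in ASP+CGP mice, 7 genes against 0.246 for independent lists, and the first 6 of them were also higher in CGP mice, against 0.0236, with 0 in each simulation. Across genes, the covariance of the log2 fold changes was 0.00553 for ASP with CGP (simulated 0.00228), 0.00215 for ASP with ASP+CGP (simulated 0.00229) and 0.00366 for CGP with ASP+CGP (simulated 0.00228). The correlations across genes, which are not independent replicates, were 0.314, 0.107 and 0.390 in the same order, below the simulated 0.501, 0.501 and 0.502. A correlation also falls with changes that belong to 1 comparison alone, so its difference from the simulation does not estimate a shared change. The covariance does not separate a shared change from a deviation of the CON pool, because that pool enters all 3 comparisons. Of the 9 genes called in all 3 comparisons with CON, Slc6a5, Bpifa1 and Lamp5 were lower in each and these 6 pituitary genes differed in direction. A split of the 3 CON arrays would leave 1 array by itself and was not made. Part of the excess of genes shared in the same direction may therefore come from the shared controls.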

Values the study reported

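The study reported 189 genes that responded to aspartame in the hypothalamus, 182 of them upregulated and 7 downregulated, at a fold change of at least 1.4. It gave 23 genes for CGP 39551 alone, with 19 higher and 4 lower, and 33 for the combined treatment, with 9 higher and 24 lower. It counted 4 genes as common to all treatments and 225 as different between ASP+CGP and ASP mice. Increases stated for aspartame were 66-fold for Cyp11b1, 31-fold for 3 beta-HSD, 29-fold for Cyp11a1, 21-fold for StAR, 14-fold for Cyp2e1, 6.8-fold for Pnmt and 6.6-fold for Dbh. Fabp4 was given as raised 10-fold. An increase was also stated for Srd5a2, which was not analysed here. For CGP 39551, the study stated a 4-fold reduction of Slc6a5. Prl was listed at 3.20 in ASP and -9.33 in ASP+CGP mice, and Pomc at 1.88 and -3.18.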

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

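The splits of the arrays were planned before the results were seen, whereas the tests of explanations for the adrenal and pituitary patterns were chosen only after the results were seen. A first set of results drew attention because the aspartame difference was not the same in pools with and without CGP 39551, tested as the interaction in limma. It was called for 257 genes, and 18 gene lists were shifted. Of these genes 25 had a positive value, and 51 without the second CON array, 41 without the first ASP+CGP array and 14 without moderation. The positive values were led by Slc6a5 (1.55), Zfp931 (1.004), Bpifa1 (0.94), Cbln3 (0.94), Zfp935 (0.77), Crym (0.76), Csmd3 (0.74), Unc13c (0.65), Gabra6 (0.64) and Scoc (0.61), and the negative ones by Prl (−6.28), Cyp11b1 (−5.97), Cyp21a1 (−5.83), Hsd3b1 (−4.99), Cyp11a1 (−4.85), Cga (−4.48), Star (−4.42), Car3 (−4.32), Cyp2e1 (−3.97) and Fabp4 (−3.89). Scoc lost its call without any of 4 single arrays (the first CON, the second CGP, the second ASP or the third ASP), with values of 0.55 to 0.60, and Csmd3 had 0.44 without the third CON array. Without moderation of the spread Zfp931, Gabra6 and Scoc lost their call, and with probe sets averaged the values of Csmd3, Unc13c and Scoc were 0.39, 0.46 and 0.38, under the fold threshold. Zfp931 lay near background, with mean signals of 5.71 in CON, 5.41 in CGP, 5.37 in ASP and 6.07 in ASP+CGP. Gabra6 did so too, with 5.95, 5.96, 5.83 and 6.49 in the same order. With 1 pool per group, a deviation of a single pool would also give an interaction. Slc6a5 and Bpifa1 were higher in CON (9.44 and 7.87) than in the other pools (7.41 to 8.01 and 6.83 to 6.99). Thalamus and habenula genes were mostly lowest in CON, as given under the other observations. For Cyp11b1 the ASP pool stood apart, with 12.40 against 6.36 to 6.48.

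Median interactions of the shifted lists were −2.41 for adrenal cortex, −0.28 for catecholamine synthesis and adrenal medulla, −1.04 for exocrine pancreas, −1.34 for white adipose, −0.50 for brown adipose, −0.54 for lymphoid genes, −1.56 for pituitary, −0.19 for meninges, 0.14 for cerebellum, −0.30 for habenula, −0.20 for thalamus, 0.19 for striatum, −0.0716 for oxidative stress and alcohol metabolism and −0.33 for immediate early genes. Medians of −0.0877 for liver, −0.23 for choroid plexus, 0.21 for hypothalamic neuropeptides and −0.16 for endothelium belonged to lists that lost their shift with an estimated correlation (adjusted p = 0.37, 0.058, 0.29 and 0.30).

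Among 100 splits of the 12 arrays into 4 groups of 3, the real one gave the highest count of genes, 257 against at most 140 in the others, so that 1 of 100 was as large. That excludes a chance assignment of arrays alone, since the arrays of a pool are technical repeats, and chance differences between pools are not excluded. For the 18 lists, 7 of 100 splits gave as many (highest other 20), and chance is not excluded. For comparisons of 3 arrays with 3 there are 10 splits, too few for a share under 0.05. The real count and the highest of the other splits were 180 and 0 genes for ASP vs CON, 19 and 0 for CGP vs CON, 31 and 1 for ASP+CGP vs CON, and 219 and 0 for ASP vs ASP+CGP, where in each case 1 split was as large. For lists the pairs were 17 and 14, 15 and 7, 13 and 13, and 20 and 18, with 1, 1, 2 and 1 splits as large.

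The pattern of adrenal, pancreatic and adipose genes in the ASP pool was weighed first. Raised steroid synthesis in hypothalamic cells as the whole cause is argued against by the lower quartile of the exocrine pancreas list, 0.652 on the log2 scale, since genes of digestive enzymes rose too. A candidate explanation, as a hypothesis, is RNA of tissue from outside the brain in that pool, for which Hox genes of paralogue groups 4 to 9, which pattern the trunk and are largely silent in forebrain, were compared with the other Hox genes. Their median log2 fold changes differed by 0.20 (0.21 against 0.01, 17 genes each, two-sided permutation p = 0.00455 with 100000 resamples), with 3 and 0 called, although spinal cord expresses them too, and 0 of 4 islet and 0 of 7 kidney genes were called. The permutation takes the Hox genes as independent, although all were measured in 1 pool per treatment. Its p-value therefore cannot decide whether tissue from outside the brain was present. An effect of aspartame that CGP 39551 prevents stays open and cannot be told apart, because 0 adrenal cortex genes were called in ASP+CGP mice but each treatment has 1 pool.

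Of 13 pituitary genes, 12 were lowest in ASP+CGP and second lowest in CON, such as Gh with mean signals of 13.33 in CON, 13.97 in CGP, 14.08 in ASP and 11.02 in ASP+CGP, while the order of CGP and ASP varied between genes. A change in 1 hormone lineage is argued against by calls in 5 of 5 lineages in ASP vs ASP+CGP, including Tshb, which was chosen after its values were seen. The third CON array and the third ASP+CGP array as the source are argued against because 12 of 13 genes had these pools lowest without both. Different amounts of pituitary tissue in the pools, as a hypothesis, cannot be told apart on these arrays from a treatment effect on the whole gland. Both would give this order, and each treatment has 1 pool. The study also measured serum hormones of the mice. It reported no significant treatment effect on adrenocorticotropic hormone, a rise of growth hormone in ASP mice, and no effect of CGP on either. Higher Gh in the CGP pool thus had no reported counterpart in serum, whereas higher Gh in the ASP pool had one. Serum was not analysed here, and these reports do not decide between the explanations.

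Probe sets outside the named genes also carried signal. Among 8542 tested probe sets with no gene symbol, 29 were called in ASP vs CON, 2 in CGP vs CON, 4 in ASP+CGP vs CON and 23 in ASP vs ASP+CGP. Among 1168 with several symbols, 11 were called in ASP vs CON and 9 in ASP vs ASP+CGP.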

How the results depend on the processing

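The fits that treat the third CON and the third ASP+CGP array apart and the block fit of CON and ASP+CGP alone were chosen after the results were seen, and all other alternatives were planned. Total counts moved by over 1.5 times only with the fold threshold and the list tests. Counts by direction also did so, for positive interactions (25) with 51 without the second CON array, 41 without the first ASP+CGP array and 14 without moderation, for rises in ASP+CGP mice (7) with 3 without the second CON array and 11 without the third CON and the third ASP+CGP array, and for falls in ASP (5) and CGP mice (3) with 8 and 5 without the second CON array and, in ASP mice, 8 after further quantile normalization. Without a fold threshold 702, 108, 300, 1189 and 690 genes were called in ASP vs CON, CGP vs CON, ASP+CGP vs CON, ASP vs ASP+CGP and the interaction, and at a fold change over 2 the counts were 72, 5, 5, 74 and 86, since a threshold alone decides how many small changes count. The directions were also more balanced without a fold threshold in all 5 contrasts, least so in CGP vs CON. In the same order, 502, 84, 142, 730 and 212 genes were higher and 200, 24, 158, 459 and 478 lower. With an estimated correlation, 4 lists were shifted in CGP vs CON and 5 in ASP+CGP vs CON, and 7 with fry in CGP vs CON. The cause was not tested. Leaving out single arrays gave 168 to 191, 18 to 22, 28 to 36, 207 to 224 and 233 to 289 genes, and 16 to 19, 12 to 16, 9 to 13, 18 to 22 and 16 to 19 lists, in the same order. Without the third CON and the third ASP+CGP array the gene counts were 192, 23, 38, 221 and 262, and 190, 20, 34, 226 and 266 with a batch term. A one-way ANOVA with contrasts, without moderation, called 177, 18, 29, 211 and 225. The study names a 2-factor ANOVA, and the interaction is not among its listed comparisons.

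Over all groups, 6 of 18 pairs of arrays with the same number had deviations correlated over 0.1 (median 0.057), and 5 of 12 arrays correlated best with their own number. Between CON and ASP+CGP all 3 such pairs were over 0.1, and a replicate block in these groups alone called 33 genes, 31 of them shared, and 10 lists. With the replicate number as a block, 180, 20, 32, 221 and 259 genes and 17, 16, 12, 20 and 18 lists were called. Of 269 named gene results 218 were called, of which 197 kept their call whichever array was left out, 21 lost it at least once and 0 changed sign. Over 6800 alternatives of these results, 97 lost a call and 0 turned direction, and apart from single arrays 24 results lost theirs in 45 alternatives. Signal over background limits genes near a log2 signal of 6, such as Cyp11b1 outside the ASP pool.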

Other observations

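The tests of explanations for the thalamus and habenula genes were chosen only after the results were seen. Genes of the thalamus and habenula, which lie above and behind the hypothalamus, were lower in the CON pool than in each treated pool. Of the 22 genes that these lists hold together, 21 had their lowest mean in CON. Their median log2 fold change was 0.21 in ASP, 0.35 in CGP and 0.33 in ASP+CGP mice, with 1, 4 and 2 genes called, and the mean signal over the 22 genes was 8.78 to 8.79 on the CON arrays and 8.99 to 9.17 on the others. Named examples were Gpr151 (0.81) and Lhx9 (0.58) in CGP mice and Ramp3 (0.50) in ASP+CGP mice.

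Less thalamic and habenular tissue in the CON pool, as a hypothesis, and both treatments raising these genes cannot be told apart. Either would leave most genes lowest in CON, as 21 of 22 were, and the lowest median over the comparisons was 0.205, but every comparison used the same CON pool.

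In the ASP pool, Hoxb9 (0.95), Hoxc8 (0.83) and Hoxc6 (0.74) were the 3 Hox genes called, of which Hoxb9 and Hoxc8 were chosen after their values were seen. Of the 180 genes called in ASP vs CON, 52 belonged to the adrenal cortex, pancreas and adipose lists, and 86 belonged to any list. In CON mice 7 of 17 adrenal cortex genes, 9 of 21 pancreas genes and 11 of 20 white adipose genes had a mean log2 signal of 7 or more. Some DEGs had other probe sets that were not called, which held for 3 of 5 genes with several in ASP vs CON (Csmd3, Rmdn2 and S100a11), 1 of 1 in ASP+CGP vs CON (Unc13c), 3 of 8 in ASP vs ASP+CGP (Acsf2, Tns1 and Unc13c) and 5 of 11 in the interaction. In ASP vs ASP+CGP, the probe sets of Tns1 differed in sign. Rmdn2, S100a11, Acsf2 and Tns1 were chosen after their values were seen.

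Fabp4 rose 16.2-fold in ASP mice. That is higher than the value quoted from the study above. Its mean log2 signal in CON was 5.56, near background. Against a signal of 6, a level chosen for this check after the values were seen, the rise was 11.9-fold, still above the study's value. Hsd3b1 also had a mean under 6 in CON (5.01), and its 31.5-fold rise lay close to the study's value for that enzyme. The cause of the difference for Fabp4 was not tested.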
